A study of Mus musculus with 16 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

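The samples were tail DNA from 1 non-irradiated family of C57BL/6J/Nrs mice: a sire, a dam and 6 progeny, called pups 1 to 6 here. Each of the 8 animals was compared with DNA from 1 reference male by array comparative genomic hybridisation, in which animal and reference DNA carry different dyes and compete for the same probes. Every animal was hybridised on 2 arrays, with the animal in Cy3 on the first and in Cy5 on the second (a dye swap), which gave 16 arrays. The labels give the sex of the sire and dam but not of the pups.

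Per the file headers, the spots were quantified with Agilent Feature Extraction 10.7.1.1 on build mm9, with background subtraction, spatial detrending and a linear dye normalization within each array. The deposited scanner files give each spot's signal as an intensity in both channels, and per the file headers their log ratio is the log10 of processed red over processed green. The deposited table of values holds a log2 ratio for each spot and array. Its sign was reference over animal on every array, found by setting each column against the scanner ratios of the same array. The column medians of that table lay between -0.010 and 0.018, and the SD of its difference from the scanner ratio was 0.0140 to 0.0289 on all arrays except the pup 5 Cy3 array, where it was 0.00164. What correction the authors applied to the deposited log2 values is not stated and stays unknown, so the main values were taken from the scanner log ratios.

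The arrays held 973116 spots, of which 966371 were not controls, for 950749 distinct probes. Of these, 950622 lay on autosomes, 68 on the X chromosome, 23 on the Y chromosome and 36 on unplaced contigs. The median distance between neighbouring autosomal probes was 2053 bp. Scanner log ratios were changed to log2, turned to animal over reference, and centred on the autosomal median of each array. Spots with an outlier flag (129 to 219 per array) were left out, and no array had a saturated spot (0 on each). Values of probes with several spots (11711 probes) were averaged. An animal's value is the mean of its dye-swap pair. A probe was called dim where a channel was not well above background on at least 1 array. For arrays, the number of arrays limits the precision, and the interval quoted with a share of probes covers counting error only.

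The rule for a positive probe was taken from the study's methods, with the added condition that both orientations have the same sign. A probe was positive when its log2 ratio was past 0.8 in size on both arrays, or when it and an adjacent probe were past 0.5 on both. Positive probes of 1 sign with at most 2 probes between them were joined into regions. A private probe was positive in exactly 1 of the 8 animals. A de novo candidate was positive in a pup and, with the same sign, in neither parent. The private probes of the parents served as background. Probes past the same sizes on both arrays with opposite signs had been planned as a background too, but a dye effect gives such signs, so they are given as a measure of the dye effect only.

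Longer runs of smaller changes were called with an interval score written for this work: the sum of centred log2 ratios divided by the noise SD and by the root of the number of probes. An interval needed a score of at least 6, at least 4 probes and a mean of at least 0.25 in size. The noise SD came from differences between neighbouring probes. The same caller was run with the order of the probes shuffled. Interval means were also set against 10000 random runs of as many consecutive autosomal probes. Both the rule and the caller were tested on simulated data, in which runs of known size were added to shuffled probe pairs of each animal.

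Differences shared by the family were tested with limma 3.58.1 in R 4.3.3 on the means of the dye-swap pairs, with a Benjamini-Hochberg adjusted p under 0.05 and a mean past 0.5 in size. Progeny and parents were compared with limma and, for private probes, with an exact two-sided permutation test over the 28 splits of 8 animals into 6 and 2. Transmission of an interval from 1 parent was compared with an even chance by an exact two-sided binomial test. The same test had been planned over all regions of 1 parent, but is not given, since pieces of 1 change are not independent. The animals form a family and are not independent, and 1 reference male was used on every array, so its own differences appear in every animal. Other tools were Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9, and data.table in version 1.17.8.

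The groups, the tests, the rule for named regions and the list of alternatives were fixed before the data were examined. The named regions are up to 6 positive in all animals, 8 positive in some animals, 10 de novo candidate regions of several probes and 12 of a single probe, and the 6 intervals of highest score outside these. Alternatives included normexp background correction with an offset of 50, the value table, a running median over 501 probes, loess on intensity, dim probes left out, each orientation alone, other thresholds, and leaving out each animal in turn. Normexp was run on median signals, as the files used have no mean signal. Scaling each animal to 1 noise SD and scan batch as a random block were added after the data were seen. The arrays fall into 4 scan batches: the parents in 1, pups 1 and 2 in 2, pups 3 and 4 in 3, and pups 5 and 6 in 4.

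The annotation at hand is on another genome build than the probes, and coordinates were not converted. Therefore the planned comparisons of gene lists and of immune receptor loci were not run, and no gene is named at any region. The denser second array and the quantitative PCR of the study were not used here.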

Results

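Tail DNA of a sire, a dam and their 6 progeny, a non-irradiated control family of C57BL/6J/Nrs mice, was compared with DNA of 1 reference male by array comparative genomic hybridisation. The series was made to screen the family for copy number changes that a pup carries and its parents do not. Each of the 8 animals was measured on 2 arrays in opposite dye orientations, and each animal is 1 sample without biological replicates. Values are log2 ratios of animal over reference, so that a gain is positive and a loss negative, and positions are on build mm9. The median net signal over the 16 arrays ranged from 63.3 to 98.0 in green and from 71.5 to 114 in red, and 0.528% to 2.81% of spots were dim, that is, not well above background. The spread of the log2 ratio between neighbouring probes, as the derivative log ratio SD of an array, was 0.246 to 0.305.

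The arrays of the dam read the known difference in X chromosome dose between the sexes nearly in full. Her 68 X-linked probes had a median log2 ratio of 0.96, close to the doubling of an XX animal against an XY reference, and her 23 Y-linked probes had a median of -2.83. The sire's medians were 0.01 on the X chromosome and -0.04 on the Y chromosome. Among the pups, whose sex the labels do not give, pup 4 had medians of 0.96 and -2.61. The X-linked medians of pups 1, 2, 3, 5 and 6 were -0.05, 0.02, -0.02, 0.03 and 0.02, and their Y-linked medians were 0.03, -0.07, -0.01, -0.05 and -0.07. By these values pup 4 read as XX like the dam, and pups 1, 2, 3, 5 and 6 as XY like the sire. The rule for a positive probe took 61 of the dam's 68 X-linked probes, a share of 89.7% (95% Wilson interval 80.2% to 94.9%), and 64 of 68 in pup 4, a share of 94.1% (85.8% to 97.7%). It took 0 of 68 in the sire, which allows a share of up to 4.41% when the limit is set at 3 counts of the total. The single-probe part of the rule alone took 47.1% of them in the dam.

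**Figure D1:**
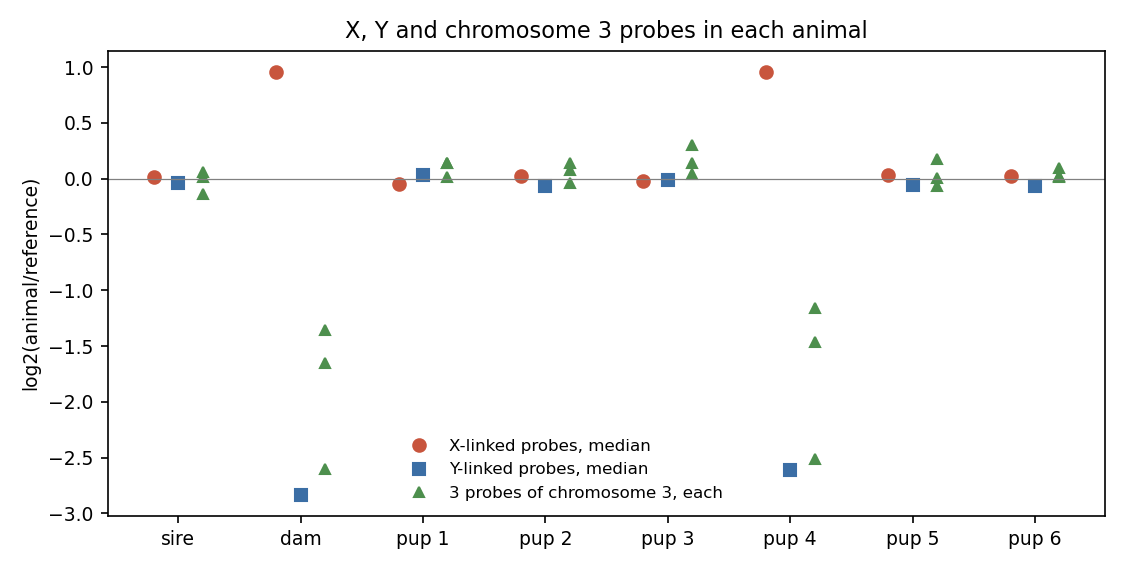
For each of the 8 animals, the vertical axis gives the log2 ratio of animal over reference for the median of 68 X-linked probes (circles), the median of 23 Y-linked probes (squares) and each of 3 adjacent probes of chromosome 3 (triangles). The dam and pup 4 have X-linked medians of 0.96 and Y-linked medians of -2.83 and -2.61, and they alone are low at the 3 probes.

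Which loci set the whole family apart from the reference was asked first. In all 8 animals, the mean over 103 probes of chromosome 14 from 53428774 to 54386805 was lower than in the reference, at -0.48 ± 0.03 (SD, n = 8). The mean over 19 probes of chromosome 10 from 33897213 to 33933441 was lower by a similar size, at -0.53 ± 0.04 (SD, n = 8). The chromosome 10 interval was even along its length, with an SD of 0.0591 across its probes. The chromosome 14 interval was uneven. From 53428774 to 53522023 its mean was -0.54, from 53716349 to 53759064 it was -0.94, from 54047781 to 54094748 it was -0.11, and from 54291510 to 54386805 it was -0.41. By the positive-probe rule, the regions of all 8 animals both lay in this interval. The first, from 53459150 to 53553761, held 21 probes positive in at least 1 animal (from 3 in the sire to 11 in pup 6), with means of -0.66 to -0.59. The second, from 53612806 to 53759064, held 13 such probes (from 5 in the sire to 11 in pup 1), with means of -0.81 to -0.69.

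**Figure D2:**
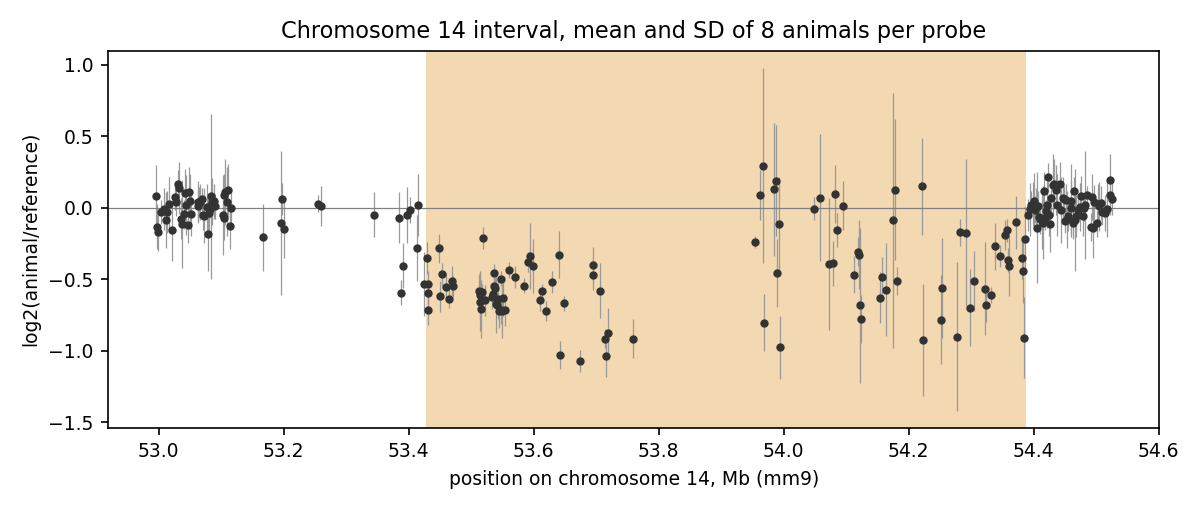
Each point is 1 probe at its position on chromosome 14 in Mb (horizontal axis), with its mean log2 ratio over the 8 animals (vertical axis) and bars of 1 SD, and the shaded band is the interval from 53428774 to 54386805. Probes within the band average -0.48 and vary along it, and most probes on both sides lie near 0, apart from a few just before its start, such as -0.59 at 53387255.

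Tested with limma over the 8 animals, 224 of 949715 autosomal probes differed between family and reference at an adjusted p under 0.05 and a mean past 0.5 in size, 10 higher and 214 lower. With no minimum size the split was more even, 5414 higher and 6887 lower. Of the 224, 58 lay in the chromosome 14 interval and 11 in the chromosome 10 interval, each taken at its widest call (from 53387255 to 54386805 and from 33897213 to 33934959). The remaining 155 were all isolated, with 0 in runs of 2 or more, and 81.3% of them were dim on at least 1 array. The count moved with the animals used, to between 102 and 132 without pup 1, 2, 3, 5 or 6 and to 440 without the dam, and it was 90 without dim probes. Because 1 reference male was used throughout, a difference shared by all animals can lie in the reference as well as in the family.

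Differences seen in only a part of the family were looked at next. A gain of 74 probes over 160 kb of chromosome 4, from 101110482 to 101270535, was present in the sire at 0.58 and in pup 2 at 0.58, next to log2 of 3 over 2, which is 0.58. The other 6 animals lay between -0.03 and -0.00. A weaker gain of 50 probes on chromosome 8, from 102125282 to 102265872, had means of 0.23 in the dam and 0.28 in pup 4, with the others between -0.03 and 0.03. At 3 adjacent probes of chromosome 3, from 25417435 to 25432738, the dam had a mean of -1.87 ± 0.376 (SE over 3 probes) and pup 4 of -1.71 ± 0.411 (SE over 3 probes), and the others lay between -0.02 and 0.16. The 20 probes flanking these 3 had means of -0.02 in the dam and -0.04 in pup 4.

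**Figure D3:**
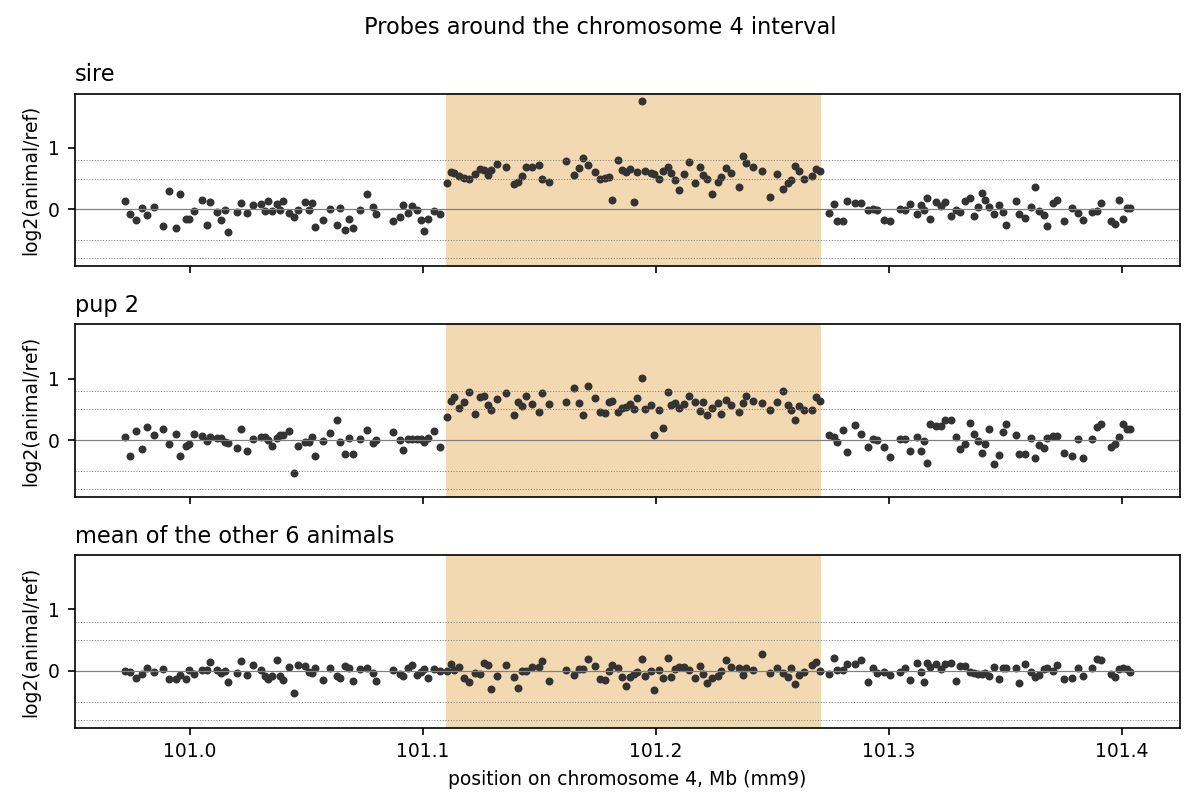
The panels give the log2 ratio over the reference (vertical axis) of the sire, of pup 2 and of the mean of the other 6 animals for probes at their position on chromosome 4 in Mb (horizontal axis), and the shaded band is the interval from 101110482 to 101270535. The 74 probes in the band average 0.58 in the sire and in pup 2 and lie near 0 in the mean of the others, and dotted lines mark 0.5 and 0.8 in both directions.

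The chromosome 4 gain reached 1 of 6 pups, which an even chance of transmission allows (exact two-sided binomial p = 0.219). The carriers of the chromosome 8 gain, the dam and pup 4, were the animals that read as XX, with X-linked medians of 0.96. A gain passed from the dam and a signal that follows the sex chromosomes cannot be told apart there, so its transmission was not read from these data. The same holds for the low probes of chromosome 3. Against random runs of as many probes, both intervals had an empirical p of 0.0001 in their carriers, the smallest these runs can give. The intervals had been picked for their high scores, so this p was close to fixed in advance and carries no weight of its own. The positive-probe rule found 18 of the 148 values of the chromosome 4 gain in its carriers, a share of 12.2%, and 0 of 100 of the chromosome 8 gain. For that reason the rule split the chromosome 4 gain into small pieces, of which the region from 101191853 to 101194006 (2 probes) had 1.18 in the sire and 0.84 in pup 2. Of the other regions positive in some animals, those with the most probes were parts of the chromosome 14 interval (from 54223715, 54122647 and 53428774) and of the chromosome 10 interval (from 33897213 and 33923636), where the animals not counted as positive also had negative means. The last, on chromosome 5 from 123592752 to 123598838 (2 probes), had -0.79 in the dam, -1.13 in pup 4 and -0.60 in pup 5, and its values in the other animals, -0.21 to -0.52, were negative as well.

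Regions positive in exactly 1 parent seldom recurred in the pups. Over 431 such regions, 65 of 2586 pairs of pup and region were positive with the same sign, a share of 2.51%. Among the 9 of these regions with 2 or more probes the share was 20.4%, 11 of 54 pairs. These pairs are not independent, since pieces of 1 gain pass to a pup together, and no p is given for them. Most of the 431 were single probes (422), and 84.8% of the positive probes of the parents were dim on at least 1 array. Many of these regions may therefore be false calls in a parent. In simulated data the rule took 21.3% of the probes of a gain of 0.58 over 20 probes. The shares thus mix false calls in the parents, detection in the pups and transmission, which were not told apart. Without dim probes the share was 9.40%.

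Single positive probes were few and mostly seen in 1 animal. The sire had 221 positive autosomal probes (51 gains and 170 losses) and the dam 261 (131 and 130), and pups 1 to 6 had 524, 419, 337, 299, 631 and 430. The median of the 8 animals was 378, or 0.0398% of autosomal probes, and 75.9% of the calls were losses. Loess on intensity left the median at 347.5 but moved the share of losses to 56.4%. Of the 2744 probes positive in at least 1 animal, 89.6% were so in 1 animal only, and 285 were positive in 2 or more. The count would be 4.41 if animals were independent and all autosomal probes equally likely to be called. Dim probes made up 80.4% of the 285 but 5.24% of autosomal probes, so that figure is too low and the excess does not measure shared changes. The 2744 probes lay in 2687 regions, 2606 of them of 1 probe.

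**Figure D4:**
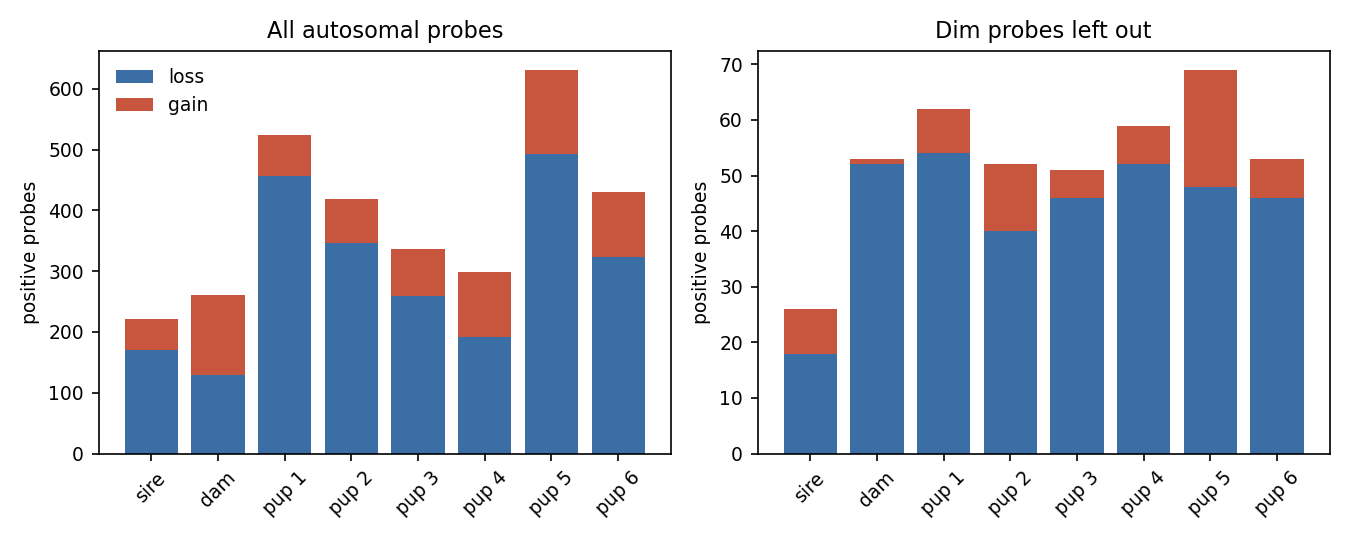
Bars give the number of positive autosomal probes in each animal (vertical axes, different scales), with losses in blue and gains in red, for all autosomal probes (left) and with dim probes left out (right). Counts run from 221 in the sire to 631 in pup 5 on the left, and from 26 in the sire to 69 in pup 5 on the right.

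The dye had a large effect on single arrays. With limma, 431403 of 949715 probes had a dye effect at an adjusted p under 0.05, with a median size of 0.23, and 732 to 1490 probes per animal were past the same sizes on both arrays with opposite signs, which the sign condition of the rule removes. The dye-swap arrays of an animal had a negative correlation across autosomal probes, with a median r of -0.24 (-0.41 to -0.08; probes are not independent replicates), and the SD of the part that changed sign with the dye (0.5 times their difference), 0.218 to 0.246, exceeded that of their mean, 0.161 to 0.205. By contrast, arrays of different animals with the same dye orientation had a median r of 0.40 for Cy3 and 0.34 for Cy5. Dim probes were 5.24% of autosomal probes but 88.9% of the probes positive in 1 animal. Without them the counts were 26 in the sire, 53 in the dam and 62, 52, 51, 59, 69 and 53 in pups 1 to 6.

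The main question of the family design was which changes a pup carried and neither parent did. Pups 1 to 6 had 508, 403, 317, 272, 611 and 409 such de novo candidate probes, 2317 distinct probes in all, and 78.2% of the calls were losses. Under loess on intensity there were 2131 distinct candidates, but the share of losses was 55.2%, so it depends on the normalization. None of the larger runs among the candidates was absent from the rest of the family: all 13 candidate regions of 3 or more probes lay inside intervals called in 2 or more animals. The run of 4 probes in pup 3 on chromosome 14, from 53515187 to 53533367, had -0.77 in the pup, -0.53 in the sire and -0.59 in the dam. The run in pup 2 on chromosome 4, from 101212073 to 101216923, had 0.65 in the pup and 0.59 in the sire. The run in pup 6 on chromosome 10, from 33923636 to 33927921, had -0.70 in the pup, -0.47 in the sire and -0.61 in the dam. The other named runs all lay in the chromosome 14 interval, in pups 1, 2, 3, 5 and 6 from 53539909 (pups 1, 2 and 6), 53548960, 53612806, 54223715 and 54322612, and had both parents between -0.77 and -0.38. The largest of their values was -1.34, in pup 2 from 54223715 to 54278038, against -0.42 in the sire and -0.52 in the dam.

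Of the 84 candidate regions with 2 or more probes, 53 were outside intervals shared by animals, and each of these had 2 probes. In simulated data, the rule took 56.2% of the probes of a loss of -1 confined to 1 probe and 90% of those of a loss of -1 over 2 probes, and the interval score found 99% of such losses over 4 probes (medians of the 8 animals). Without dim probes 39 regions were left, of which 29 lay inside the shared intervals. Examples of the rest, chosen after their values were seen, were on chromosome 12 from 119172038 to 119173416 in pup 6 (-0.84, with -0.06 in the sire and -0.02 in the dam), on chromosome 11 from 120761143 to 120764755 in pup 4 (-0.62, with -0.06 and 0.07), and on chromosome 3 from 53195360 to 53197526 in pup 5 (0.69, with -0.32 and -0.13). Private runs of the same kind, counted in every animal as background, numbered 3, 1, 1, 1, 3 and 1 in pups 1 to 6 and 0 in each parent. With every animal scaled to 1 noise SD they numbered 1, 2, 0, 1, 1 and 1 in the pups, 0 in the sire and 1 in the dam.

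The single-probe candidates with the largest difference from the parents reached -2.14 in pup 6 at chromosome 11, 15697710, and 2.05 in pup 4 at chromosome 8, 81176229. The other losses named were in pup 1 at chromosome 9, 6671497 (-1.84) and chromosome 14, 77938386 (-2.02), in pup 2 at chromosome 1, 141523139 (-1.98) and chromosome 12, 51325320 (-2.39), in pup 3 at chromosome 9, 111407416 (-1.62), in pup 4 at chromosome 11, 62486389 (-2.36) and chromosome 4, 124096477 (-1.91), and in pup 6 at chromosome 15, 94749403 (-2.18). The other gains were in pup 1 at chromosome 12, 61339366 (1.89) and in pup 6 at chromosome 15, 12518319 (1.62). At each of these probes except the chromosome 12 loss of pup 2, at least 1 parent lay past 0.8 in the opposite direction, with 1.34 in the dam at the first of them. No test was made of single candidates, as each rests on 1 pair of arrays, and the count of candidates fell from 2317 to 233 without dim probes.

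Progeny and parents were compared in the number of private positive probes, since a de novo change would be private to 1 pup. The pups had 422, 335, 258, 222, 534 and 335, a mean of 351 ± 113 (SD, n = 6), and the sire and dam had 169 and 184, a mean of 176.5 ± 10.6 (SD, n = 2). The difference of 174.5 had an exact two-sided permutation p of 0.0714, the smallest that 28 splits allow, so that the design cannot reach 0.05. The arrays of the pups were also noisier, with a noise SD of 0.171 ± 0.0138 (n = 6) against 0.148 ± 0.00342 (n = 2) in the parents. With every animal scaled to 1 noise SD, the difference between pups and parents was -13.8 (exact p = 0.857), whereas leaving out dim probes lowered the counts of both groups and kept their ratio. The means were then 35.3 ± 6.95 (SD, n = 6) and 18 ± 7.07 (SD, n = 2), a ratio of 1.96 ± 0.568 (SE) against 1.99 ± 0.276 (SE) with all probes. Parents and pups were scanned in different batches, and the private probes of the 4 batches averaged 176.5, 378.5, 240 and 434.5, so batch and generation cannot be told apart.

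No shift common to the pups was found at single probes. With limma, 0 of 949715 autosomal probes differed between progeny and parents at an adjusted p under 0.05, with 58103 at an unadjusted p under 0.05. With scan batch as a random block the count was again 0 (limma, 78013 unadjusted). In simulated data limma recovered 5% of shifts of 0.6 and 51% of shifts of 1 at this number of animals, so that smaller shifts were not detectable.

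Called intervals were a median of 7.5 per animal, from 4 in pup 1 to 11 in the sire, 59 in all over 42 regions. Besides the chromosome 14 and 10 intervals of all 8 animals and the chromosome 4 and 8 intervals of 1 parent and 1 pup each, 26 regions were called in 1 pup only (21 losses and 5 gains) and 12 in 1 parent only. The highest score of an interval in a single pup, 8.48, was that of 4 probes on chromosome 8 from 99723943 to 99730656 in pup 4, with a mean of -0.65. Its orientations differed, at -0.15 with the pup in Cy3 and -1.14 in Cy5, all 4 probes were dim, and its mean under normexp was 0.00. The next were on chromosome 10 from 57433161 to 57444054 in pup 6 (-0.53), chromosome 5 from 18737034 to 18744672 in pup 2 (-0.50), chromosome 7 from 116294378 to 116302742 in pup 3 (-0.49) and chromosome 5 from 123053017 to 123089596 in the dam (0.31). With the order of probes shuffled, 40 intervals were called over the animals, with a highest score of 8.06, so the intervals of low score cannot be set apart from noise. At a score of 8 or more there were 2 to 4 intervals per animal, against 1 in all with the order shuffled.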

Values the study reported

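The study described a spacing of ~2 kb between the autosomal probes of its first array. In its non-irradiated group, 11 de novo deletions and a few duplications were listed after a second array and quantitative PCR, in a list that leaves out mice with 4 or more changes. De novo deletions were reported in 7.1% of the F1 mice of the non-irradiated group, which was 11 out of 156. The larger deletions alone were reported in 5.1% of them, 8 out of 156. The study thus reported as many mice as listed deletions, although a mouse of the list is entered with more than a single deletion. No non-irradiated mouse listed with a de novo change, including those with 4 or more, carries the letter L of this family's labels. The study's mouse names were matched to these labels by that letter only.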

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

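The tests on a heterozygous deletion and on a deletion of both chromosomes at chromosome 3, and the count on 4 arrays there, were chosen after the result was seen. The results below stood out because 1 of the 6 pups lay far from the others, by Dixon's gap test at 95%. Chance alone marks about 1 group in 20. The regions, intervals and candidates below had been picked by calls in 1 or a few animals, so their gaps carry no weight of their own.

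Pup 4 stood apart on both sex chromosomes, with values close to the dam's, as an XX animal among XY pups would. Pup 4 had an X-linked median of 0.96, 94.1% of X-linked probes positive, a Y-linked median of -2.61 and 87.0% of Y-linked probes lost. It also stood apart at the 3 probes of chromosome 3 from 25417435 to 25432738, with -1.71, and in the chromosome 8 interval from 102125282, with 0.28. The dam shared both of these. Pup 2 stood apart in the chromosome 4 gain it shared with the sire, at 0.58 over the interval from 101110482, 0.84 at the region from 101191853 and 0.65 at the candidate from 101212073. Pup 3 lay at -0.49 in the interval of chromosome 7 from 116294378. Of the de novo candidates, pup 6 lay at -0.70 on chromosome 10 from 33923636, pup 4 at -2.36 on chromosome 11, 62486389, and at -1.91 on chromosome 4, 124096477, pup 1 at 1.89 on chromosome 12, 61339366, and pup 2 at -1.98 on chromosome 1, 141523139, and at -2.39 on chromosome 12, 51325320.

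The chromosome 3 loss of the dam and pup 4 was weighed further. A heterozygous deletion in the dam would bring her near the reverse of her X-linked response of 0.96, and her mean was -1.87 ± 0.376 (SE over 3 probes), further down by more than 2 SE. All 3 probes were lower than that reverse, at -1.35, -2.60 and -1.65. With so few probes of 1 animal, a limit of 2 SE cannot exclude a heterozygous deletion. A deletion on both of her chromosomes would leave every pup with a lost copy, and the highest pup lay at 0.16. A candidate explanation is that these probes also match sequence of the Y chromosome, which only the dam and pup 4 lack by their Y-linked probes. The prediction fixed beforehand asked for more autosomal probes low in this pair alone than in any of the 27 other pairs. Such probes numbered 12, and another pair had 13, so by that prediction the count went against the explanation, though the 2 counts are close. A count chosen after those 12 probes were seen, of probes under -0.8 on all 4 arrays of the pair, gave 8, against at most 2 in the 27 other pairs, which leaves a match to the Y chromosome as a hypothesis that no probe sequence was used here to test.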

How the results depend on the processing

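The alternatives that scale animals to 1 noise SD and that take scan batch as a random block were chosen after the data were seen. The dye-swap correlation stayed negative under every alternative run. The share of pup-region pairs positive for regions called in exactly 1 parent, 2.51%, ranged from 2.38% with a running median removed to 15.4% with the Cy3 array alone. Counts of positive probes depended on the choices. The median of 378 positive probes per animal became 22802.5 with the Cy3 array alone, 14788.5 with the Cy5 array alone, 2063 with the mean of both orientations, 1535.5 with the sign not required, 807 and 125 with thresholds of 0.7 and 0.4 or 1.0 and 0.6, 53 without dim probes and 16.5 with normexp. In the same order of settings, the 2317 de novo candidates became 85316, 62830, 10749, 7482, 4784, 788, 233 and 35, and 532 where a pup had to pass each parent by 0.8. The difference of 174.5 in private probes reversed to -1034.83 with the Cy3 array alone, -3.5 with normexp and -13.8 at 1 noise SD. With normexp only 0 to 6 private probes were left in a pup and 6 to 7 in a parent. The share of X-linked probes positive in the dam, 89.7%, was 100% with the Cy3 array alone and 33.8% with normexp, under which her X-linked median was 0.53 in place of 0.96. The 224 probes that differed from the reference became 12301 with no minimum size, 709 in the progeny alone, 90 without dim probes, 58 with normexp, 15 with a minimum of 0.8 and 0 in the parents alone (limma, 57523 at an unadjusted p under 0.05). Without each animal in turn they ranged from 102 to 440 (102 to 132 without pup 1, 2, 3, 5 or 6, and 440 without the dam), and the 0 probes between progeny and parents from 0 to 2 (limma, 58103 unadjusted with all animals), with 2 without the sire and 1 without the dam, where the lone parent is assumed to vary like the pups. The median of 7.5 intervals became 43 at a score of 5, 2.5 at 8, 13.5 with at least 3 probes, 4 with at least 10, 2 with a mean of at least 0.5, 3.5 without dim probes, 4 with normexp and 2.5 when called on each orientation alone. The chromosome 8 interval of pup 4 from 99723943 went from -0.65 to 0.0027 with normexp, and has no value without dim probes, as all 4 of its probes are dim. Normexp also brought the mean of the chromosome 14 interval from -0.48 to -0.38. The chromosome 10 interval went from -0.53 to -0.46 with it, and the chromosome 4 gain from 0.58 to 0.46. Apart from the fewer probes or animals, smaller ratios or stricter limits that an alternative itself brings, the cause was not tested. The saturated-spot setting moves nothing, as no spot was saturated. Dim probes made up 88.9% of the de novo candidates and 84.8% of the positive probes of the parents, against 5.24% of autosomal probes. Most positive calls in both generations thus rest on probes of low signal. Gene lists and immune receptor loci were not run. No paired analysis was possible because the sire and dam are single animals and all pups share them as parents.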

Other observations

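The tests on the chromosome 10 interval, the scaling to 1 noise SD and the ratio of pups to parents without dim probes were chosen after the result was seen, while the tests on chromosome 14, on the difference without dim probes and on scan batch were written beforehand. Along the chromosome 14 interval the 8 animals rose and fell together: across its probes, which are not independent replicates, their log2 ratios had a median r of 0.59 over pairs of animals (0.38 to 0.78). The animals differed most from 53954543 to 53994906, where the sire lay at 0.04 and pup 3 at -0.49, and least from 53428774 to 53522023, with means of -0.58 to -0.50. In the dam and pup 4, the animals with a doubled X-linked signal, 73 autosomal probes were above 0.5 with the other animals under 0.3. The same count for other pairs had a median of 57 and reached 112 in pups 1 and 5.

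For the lower signal at chromosomes 10 and 14 in all animals, a deletion on chromosome 10 that segregates in the family would leave 0 to 2 copies in different animals, but the SD over the 8 animals was only 0.0438. The interval was picked because all 8 animals were called there, which left no room for 2 copies. The SD therefore bears only on a mix of 0 and 1 copies. A copy lost from 2 in every animal would read about as the reverse of the dam's X-linked response of 0.96, and the mean of -0.53 lay above that by far more than this SD. A candidate explanation is 1 extra copy in the reference male, for which the mean lay within 0.1 of the -0.56 predicted from the dam's X-linked response. Both readings hold for the main values only. With normexp the mean was -0.46 ± 0.04 (SD) and the dam's X-linked median was 0.53, so the mean came near the reverse of her response. The choice between a lost copy and an extra copy in the reference thus depends on the background correction. On chromosome 14 a single step over the whole interval is argued against by an SD of 0.29 across its probes, above the 0.11 of 95% of random runs, and without dim probes by 0.23 against 0.0992. Other copy numbers in the same ratio stay open. On both chromosomes it also stays open whether the family or the reference differs, and no biological explanation was tested.

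For the larger number of private probes in the pups, wider noise on their arrays could account for it, since the difference of 174.5 became -13.8 with every animal scaled to 1 noise SD. Dim probes as the cause stay undecided: without them the difference was 17.3, but the counts of both groups fell, and the ratio of pups to parents was 1.96 ± 0.568 (SE) against 1.99 with all probes. Scan batch cannot be told apart from generation, as 0 batches held both parents and pups. De novo change in the pups is the biological difference the design names. The study's list counts changes left after a second array and quantitative PCR, and a change can span many probes. Its counts are therefore not of the same kind as this excess of 174.5 probes of the first array. However, no non-irradiated mouse in that list carries the letter L of this family's labels, matched by that letter only. That argues against de novo change as the source of most of the excess. A smaller contribution stays open and untested, since the smallest exact p of the design is 0.0714.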
